A study of Bos taurus with 20 samples. Its data were reported in "Integrated analysis of the local and systemic changes preceding the development of post-partum cytological endometritis" (2015).

How the data were processed

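Small RNA libraries were prepared from endometrial biopsies of 10 cows, each sampled at 7 and 21 DPP. Per the methods of the study, the authors trimmed adapters with Cutadapt, removed short and low-quality reads, used Novoalign in its miRNA mode to align the remainder to assembly UMD 3.1, discarded reads that aligned to more than 1 position, and counted reads per Ensembl gene with HTSeq-count without regard to strand. The deposited values are raw counts, not normalized. Discarding reads with several positions lowers the counts of miRNAs encoded by identical copies, and such miRNAs are therefore uncertain. Counting without strand cannot separate overlapping genes on opposite strands.

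The table held 22 columns of values for 20 samples, because the names of the 7 DPP columns of cows 340 and 803 each occurred in 2 columns. These were taken as repeat runs of 1 sample and summed, and each column was also used alone as an alternative. The 5 summary lines of HTSeq-count were left out of library totals and tests. Reads that were not aligned made up 41.6% ± 10.2 (SD, n = 10) of all reads at 7 DPP and 32.7% ± 6.47 (SD, n = 10) at 21 DPP, and reads in no annotated gene 2.10% ± 0.90 and 1.14% ± 0.28. The table gave no other category with reads.

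Groups were taken from the labels, which give the time point and the cow. The disease outcome of the cows is not in the labels used here, and no comparison between outcomes was made. Counts were analysed with edgeR 4.0.16 in R 4.3.3. Following the study's filter, miRNAs with more than 1 CPM in at least 9 libraries were kept, libraries were scaled by TMM, and the quasi-likelihood test was applied to the time point alone, with Benjamini-Hochberg adjustment and an FDR threshold of 0.1. The log2 FC is coded as 21 DPP minus 7 DPP. Standard errors were obtained from the log2 FC and its F statistic. The biological coefficient of variation was 46.4%. Family sets were tested with camera (preset correlation 0.01) and fry in limma 3.58.1, on log2 CPM with a prior count of 2. DESeq2 1.42.0 was an alternative.

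Single values per library were compared by an exact two-sided sign-flip permutation test over the 10 cows, which has 1024 assignments. Unpaired permutation tests used 100000 resamples. Intervals on counts are exact 95% Poisson intervals and cover counting error only. Computations on single values used Python 3.11.15 with scipy 1.17.1.

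The cow numbers in the titles pair the libraries, since both come from 1 animal. Deviations from the mean of the time point correlated between the libraries of a cow by 0.06 on average, from -0.30 to 0.42, against -0.01 between libraries of different cows, and 4 of 10 pairs exceeded 0.1. Following the study's methods as read here the main test had no block, and the fit with cow as a block was an alternative.

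The tests were checked on simulated counts drawn from the means and library sizes of these samples. For 21 against 7 DPP, with 200 changed genes of which 86 were among the 241 tested, the main test recovered 100% of the 86, and 5 of its 91 calls were false. Each changed gene had an absolute log2 FC of 2, with equal numbers up and down, and all genes shared a common dispersion. The 83 real calls had a median absolute log2 FC of 0.75, so this recovery says little about changes of that size. The simulation had no differences in spread between cows beyond the estimated dispersion.

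Results named in the text were chosen by a rule written before the data were examined: the 5 miRNAs with the smallest FDR in each direction, miRNAs named by the study, the 5 most abundant miRNAs, members of tested sets, and the 5 with the largest difference in SD between time points. That rule also called for names from a table supplied with the data. None paired these identifiers with names, so names were taken from the lists in which the study pairs them, including its supplementary lists of differentially expressed miRNAs. This covered 36 identifiers, all of them in the table, and was decided after the data had been opened. A miRNA that the study did not call was therefore less likely to have a name, and 57 of the 83 called miRNAs had none. At most 2 unnamed identifiers are printed in each direction. Neighbouring genes come from RefSeq assembly ARS-UCD2.0, which is not the assembly the authors used, and no coordinates are given. Alternatives covered the block, normalization, the testing tool, the filter on low counts, the threshold, depth and the cows included.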

Results

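Endometrial biopsies from 10 Holstein-Friesian cows, a dairy breed, were profiled by small RNA sequencing at 7 and 21 days postpartum (DPP), giving 10 libraries at each time point and 20 in all. Each cow was sampled at both time points. The deposited table held raw read counts for 1153 genes, of which 529 had at least 1 read in some library. Reads assigned to genes averaged 10751581 ± 7213017 (SD, n = 10) at 7 DPP, from 4094330 to 27581044, and 9269231 ± 1848205 (SD, n = 10) at 21 DPP, from 7207187 to 12949951. Library totals did not differ detectably between the time points on the log2 scale (exact two-sided sign-flip permutation test over 10 cows, p = 0.969). The deepest libraries were those of cows 340 and 803 at 7 DPP, each of which was the sum of 2 columns carrying the same name. The paired columns of these cows differed with an SD of 0.32 and 0.30 on the log2 scale, smaller than the smallest SD against any other cow at 7 DPP, which was 1.18 for cow 340 and 0.65 for cow 803. They still differed by more than counting error, with a chi-square per degree of freedom of 379.56 for cow 340 and 91.06 for cow 803.

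A small number of miRNAs took most of the reads. The 5 most abundant miRNAs accounted for 81.0% ± 6.84 (SD, n = 10) of assigned reads at 7 DPP and 89.4% ± 3.40 (SD, n = 10) at 21 DPP. The share was higher at 21 DPP in 9 of 10 cows, by 8.33 percentage points on average (exact sign-flip permutation test, two-sided, p = 0.00586). With the 1 most abundant miRNA in place of 5, the difference was 12.1 percentage points and did not pass the same test (p = 0.0938). ENSBTAG00000030114 was the most abundant, at 41.6% ± 14.6 (SD, n = 10) of reads at 7 DPP and 53.8% ± 14.1 (SD, n = 10) at 21 DPP. ENSBTAG00000029927 followed with 26.8% ± 10.5 and 29.2% ± 12.5 (SD, n = 10 each). Neither identifier is paired with a name in the sources used here. The third to the fifth most abundant, also unnamed, averaged 5.39% ± 2.34, 3.52% ± 0.86 and 3.67% ± 4.51 of reads at 7 DPP and 2.08% ± 1.21, 2.60% ± 0.52 and 1.70% ± 0.89 at 21 DPP (SD, n = 10 each). The fifth reached 15.5% in cow 809 at 7 DPP, without which its mean there was 2.35%. Between the time points, only the third of these was called with all cows and TMM (log2 FC -0.66, FDR 0.0189, lower at 21 DPP in 9 of 10 cows), a call that was lost with the percentage of reads assigned as a covariate (FDR 0.217). The fourth was called higher at 21 DPP without cow 340 (log2 FC 0.48, FDR 0.0447). With library totals as the only scaling the fourth (-0.44, FDR 0.037) and the fifth (-1.11, FDR 0.0367) were called lower at 21 DPP.

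**Figure D1:**
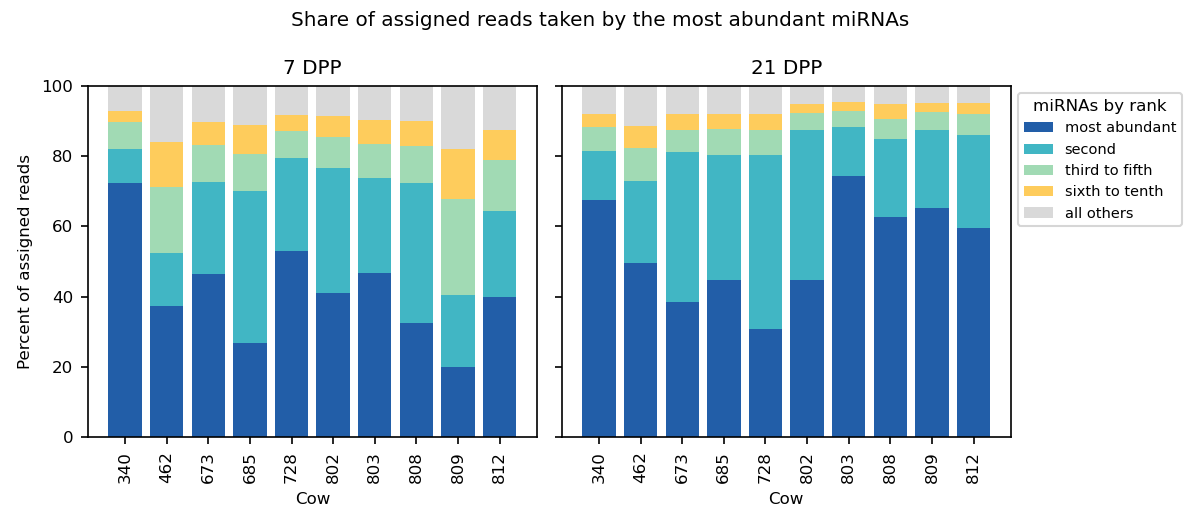
Percent of assigned reads (vertical axis) taken by miRNAs ranked by mean abundance over all libraries, for each cow (horizontal axis) at 7 and 21 DPP; each bar is 1 library. The 5 most abundant miRNAs together took from 67.9% to 89.6% of reads at 7 DPP and from 82.2% to 93.0% at 21 DPP.

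The number of miRNAs detected was compared after every library had been thinned to 4094330 reads. At least 5 reads were found for 250.5 ± 10.6 (SD, n = 10) miRNAs at 7 DPP and 230.6 ± 11.1 (SD, n = 10) at 21 DPP. The number was higher at 7 DPP in 10 of 10 cows (exact sign-flip permutation test, two-sided, p = 0.00195, the smallest p these 10 pairs can give). The difference was lost when the 5 most abundant miRNAs were left out before thinning, with 236.2 ± 5.12 and 236.7 ± 6.96 (SD, n = 10) miRNAs at 7 and 21 DPP (p = 0.889). The remaining reads were then thinned to 587349, a lower depth. With all miRNAs thinned to 587349 reads the difference remained, at 182.2 ± 13.4 and 160.0 ± 11.3 (SD, n = 10; p = 0.00391; higher at 7 DPP in 9 of 10 cows).

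The comparison of 21 with 7 DPP asks how miRNA expression changes over the early postpartum period. The labels give the time point and the cow only, so all 10 cows were analysed together. Of 239 miRNAs tested, 83 were differentially expressed (edgeR quasi-likelihood test, FDR < 0.1). Expression was higher at 7 DPP for 54 of these and higher at 21 DPP for 29. The direction depended on the scaling. With library totals in place of TMM normalization 155 miRNAs were called, 151 higher at 7 DPP and 4 higher at 21 DPP, because the median log2 fold change (FC) over all tested miRNAs moved from -0.14 to -0.85. With RLE normalization the split was 44 to 39, and with DESeq2 it was 48 to 41. Changes given here are relative to the TMM scale. With the percentage of reads assigned to genes as a covariate, which also differed between the time points, 42 miRNAs were called. With cow as a block 66 were called, and with that covariate and the block 9, of which 8 were among the 83. The number higher at 21 DPP fell to 17 without cow 462, 19 without cow 673 and 16 without cow 809. The absolute log2 FC had a median of 0.75 among the 83 miRNAs, and 15 of them exceeded 1.5, with 11 higher at 7 DPP and 4 higher at 21 DPP. In 69 of the 83, at least 8 of 10 cows changed in the direction of the call.

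Among miRNAs higher at 7 DPP, the smallest FDR was that of ENSBTAG00000029901, which has no name in the sources used here (log2 FC -0.55, SE 0.10, FDR 0.00182). It fell from 708 ± 77.8 to 485 ± 47.3 normalised CPM (SD, n = 10) and was lower at 21 DPP in 10 of 10 cows. Expression of bta-mir-200a (ENSBTAG00000029998) fell from 543 ± 298 to 164 ± 107 normalised CPM (SD, n = 10; log2 FC -1.73, SE 0.32, FDR 0.00205), and was lower at 21 DPP in 9 of 10 cows. For bta-mir-210 (ENSBTAG00000046437) the log2 FC was -1.49 and for bta-mir-326 (ENSBTAG00000029833) it was -1.56, both with an FDR of 0.00235 and both lower at 21 DPP in 10 of 10 cows. The fifth was ENSBTAG00000030089 (log2 FC -1.23, FDR 0.00269), also without a name, and it was lower at 21 DPP in 10 of 10 cows. With the percentage of reads assigned as a covariate and cow as a block, the call of ENSBTAG00000029901 remained (FDR 0.0647), while those of bta-mir-200a (0.103), bta-mir-210 (0.103), bta-mir-326 (0.147) and ENSBTAG00000030089 (0.103) were lost.

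Among miRNAs higher at 21 DPP, bta-mir-670 (ENSBTAG00000030083) had the smallest FDR (log2 FC 2.65, SE 0.47, FDR 0.00182). It was scarce at both time points, at 0.847 ± 0.555 and 5.39 ± 3.82 normalised CPM (SD, n = 10), and was higher at 21 DPP in 9 of 10 cows. The related bta-mir-449c (ENSBTAG00000030051), bta-mir-449a (ENSBTAG00000030121) and bta-mir-449b (ENSBTAG00000030027) followed, with log2 FC of 3.30, 2.68 and 2.77 and FDR of 0.0032, 0.00714 and 0.00829. They were higher at 21 DPP in 9, 8 and 9 of 10 cows. The log2 FC was 2.64 for bta-mir-449c without cow 685, and 3.31 for bta-mir-449a and 3.48 for bta-mir-449b without cow 340. In the RefSeq annotation of assembly ARS-UCD2.0 all 3 lie within CDC20B. The fifth miRNA in this direction has no name in the sources used here and changed by a log2 FC of 0.50 (FDR 0.00829, higher at 21 DPP in 9 of 10 cows), or -0.19 with library totals as the only scaling. Both of the most abundant miRNAs were also higher at 21 DPP, with log2 FC of 0.98 (FDR 0.0526) for ENSBTAG00000030114 and 0.88 (FDR 0.0365) for ENSBTAG00000029927. They were higher at 21 DPP in 8 and 10 of 10 cows. The call of ENSBTAG00000030114 was lost without cow 808 (FDR 0.109) or cow 809 (FDR 0.136), and both calls were lost with library totals as the only scaling (FDR 0.135 and 0.701), with the percentage of reads assigned as a covariate (0.217 and 0.534) and with that covariate and the block (0.465 and 0.229). That covariate and the block also removed the calls of bta-mir-670 (FDR 0.147), bta-mir-449c (0.171), bta-mir-449a (0.368), bta-mir-449b (0.376) and the unnamed miRNA (0.15).

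**Figure D2:**
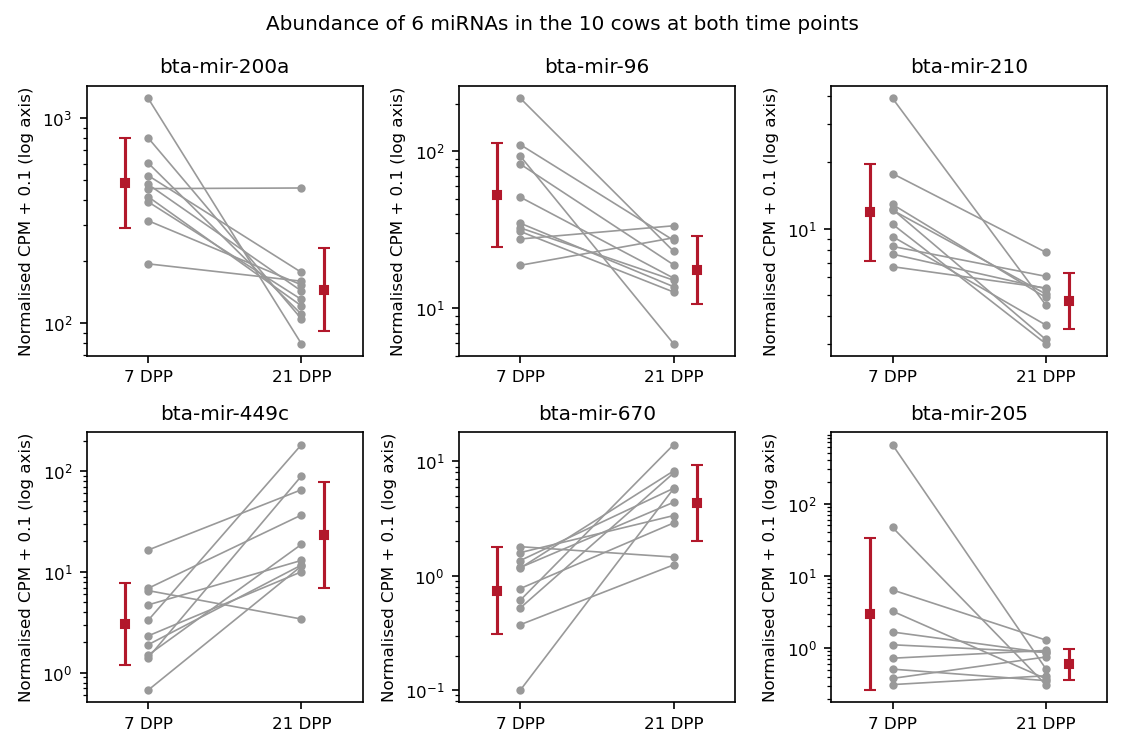
Normalised CPM plus 0.1 on a log axis (vertical) at 7 and 21 DPP (horizontal) for 6 miRNAs; grey points joined by lines are the 10 cows, and red squares with bars are the mean ± SD on the log scale. bta-mir-210 was lower at 21 DPP in 10 of 10 cows, and bta-mir-205 reached 650 normalised CPM in cow 809 at 7 DPP.

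The main text and tables of the study name 24 miRNAs, which it chose on these samples, so that their number is not independent evidence. Of the 23 that could be tested, 16 were called with adjustment over all miRNAs and 16 when adjusted over the list alone. With cow as a block in edgeR, 8 were called under either adjustment, though the count adjusted over the list alone was 16 without cow 728 and 13 without cow 808, while DESeq2 with the block called 15 of the 23, or 18 when adjusted over the list alone. The 8 called by edgeR without and with the block were bta-mir-200a, bta-mir-429, bta-mir-141, bta-mir-96, bta-mir-147, bta-mir-449c, bta-mir-449b and bta-mir-449a. With the percentage of reads assigned as a covariate the calls of bta-mir-429 (FDR 0.166), bta-mir-141 (0.217) and bta-mir-147 (0.171) were lost. In edgeR the block removed the calls of bta-mir-200c (FDR 0.0126, with the block 0.143), bta-mir-375 (0.0132 and 0.155), bta-mir-31 (0.0163 and 0.157), bta-mir-183 (0.0204 and 0.145), bta-mir-451 (0.0219 and 0.139), bta-mir-200b (0.0365 and 0.186), bta-mir-486 (0.0365 and 0.231) and bta-mir-144 (0.048 and 0.164). Of these 8, all but bta-mir-200b (FDR 0.131) and bta-mir-486 (0.17) were called by DESeq2 with the block. All 8 had a lower fitted level at 21 DPP in both edgeR fits, with log2 FC from -2.63 to -1.27 without the block. Each was lower in 6 to 8 of 10 cows. The call of bta-mir-144 was also lost without cow 340 (FDR 0.196), cow 462 (0.107) or cow 809 (0.16), that of bta-mir-200b without cow 462 (0.124) or cow 809 (0.139), and that of bta-mir-486 without cow 340 (0.173) or cow 809 (0.132). The log2 FC moved from -1.89 to -1.14 for bta-mir-200c without cow 809, and from -2.63 to -2.01 for bta-mir-375 without cow 462. The miRNAs bta-mir-542, bta-mir-450b, bta-mir-424, bta-mir-197, bta-mir-34c, bta-mir-34b and bta-let-7c were not called by edgeR without or with the block. DESeq2 with the block called bta-mir-542 (FDR 0.0439).

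Of 9 miRNA sets fixed in advance, 5 had at least 2 tested members. The let-7 and leukocyte sets had 1 each, and the smooth and striated muscle sets had none. Only members whose identifiers the study names could be placed, so the sets are not independent of its lists either. The 5 members of the miR-200 family were all lower at 21 DPP, with a median log2 FC of -1.17 (camera, adjusted p = 0.00633). The 3 members of the cluster of miR-183, miR-96 and miR-182 were also lower, with a median of -1.41 (adjusted p = 0.0203). Members of both sets kept this direction under every scaling tried. The miR-34 and miR-449 family had a median of 2.44 (adjusted p = 0.0203) and a mean of 1.51. In it 3 of 5 members were higher at 21 DPP, while bta-mir-34b and bta-mir-34c were not called and were of either sign across alternatives. The erythroid miRNAs (bta-mir-144, bta-mir-451 and bta-mir-486; median -1.01) and the cluster of miR-424, miR-503, miR-542 and miR-450 (median 0.88 on log2 CPM) did not pass (adjusted p = 0.113 for each). The 3 tested members of that cluster had smaller fitted log2 FC in edgeR, from 0.03 to 0.70, and bta-mir-424 and bta-mir-450b were lower at 21 DPP with library totals as the only scaling. By fry the first 3 sets held (adjusted p = 0.00323, 0.00323 and 0.0435) and the erythroid set passed as well (0.058), but not with cow as a block (0.102). With the correlation between miRNAs estimated from the data none of the 5 passed, and the first 3 had adjusted p of 0.292, 0.292 and 0.305.

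Libraries of different cows lay further apart at 7 DPP than at 21 DPP. The distance of a library to the mean of the other 9 libraries of its time point, as the root mean square difference in log2 CPM, was 0.80 ± 0.22 (SD, n = 10) at 7 DPP and 0.64 ± 0.06 (SD, n = 10) at 21 DPP. It was larger at 7 DPP in 8 of 10 cows (exact sign-flip permutation test, two-sided, p = 0.0234). The distances of a time point share libraries, and they were not recomputed for each assignment, so p-values for this distance are approximate. The difference in distance was not robust to the choice of scaling or cows. It did not pass the same test with library totals as the only scaling (p = 0.262), in libraries thinned to equal depth (p = 0.0742) or with the median absolute difference (p = 0.0547). Nor did it pass without cow 340 (p = 0.129), cow 462 (p = 0.141) or cow 809 (p = 0.23). The SD between cows was larger at 7 DPP for 178 of 239 miRNAs. The largest differences in SD on the log2 scale were those of bta-mir-424 (1.76 at 7 DPP and 0.41 at 21 DPP), bta-mir-542 (1.61 and 0.34), bta-mir-450b (1.72 and 0.51), bta-mir-184 (2.36 and 1.43) and bta-mir-375 (2.05 and 1.19). Without cow 809 the SD was 1.14 at 7 DPP and 0.42 at 21 DPP for bta-mir-424, 0.89 and 0.31 for bta-mir-542, and 1.02 and 0.53 for bta-mir-450b, so that the differences were smaller but in the same direction. Without cow 812 the SD of bta-mir-184 was 1.68 at 7 DPP and 1.52 at 21 DPP. That of bta-mir-375 was 1.80 at 7 DPP and 1.26 at 21 DPP without cow 462. With each cow left out, the SD was larger at 7 DPP for 156 to 188 of 239 miRNAs.

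**Figure D3:**
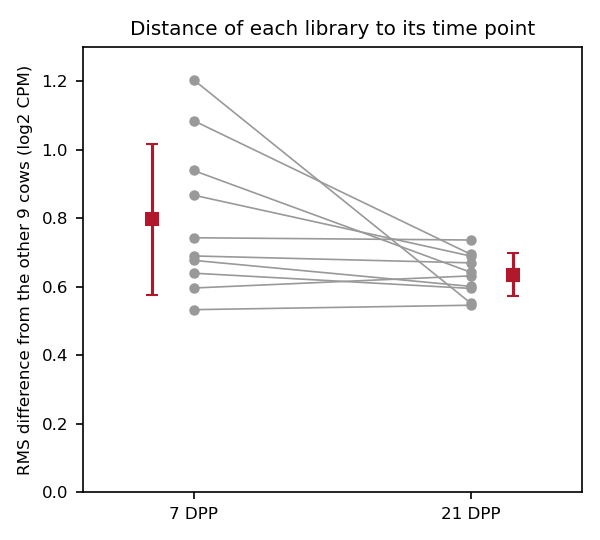
Root mean square difference in log2 CPM (vertical axis) between each library and the mean of the other 9 libraries of its time point (horizontal axis); grey points joined by lines are the 10 cows, and red squares with bars are the mean ± SD. Distances ran from 0.53 to 1.20 at 7 DPP and from 0.55 to 0.74 at 21 DPP.

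The study-named bta-mir-205 (ENSBTAG00000029854) did not pass the filter on low counts and was not among the miRNAs tested. At 7 DPP it reached 650 normalised CPM (95% Poisson interval 633 to 667) in cow 809, 46.6 in cow 462, 6.26 in cow 812 and 3.13 in cow 340, and at most 1.57 in the other cows. At 21 DPP it was at most 1.19 in all 10 cows. Fitted without the filter, the log2 FC was -7.08 (SE 1.47, FDR 0.00432). Without cow 809 it was -3.45 (FDR 0.0326), and with cow as a block it was -2.16 and was not called (FDR 0.268).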

Values the study reported

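The study compared the time points separately within healthy cows and within cows with cytological endometritis. It reported 36 miRNAs differentially expressed between 7 and 21 DPP in the healthy cows and 45 in the cows with endometritis. In the healthy cows it reported log2 fold changes of 3.9 for bta-mir-449c, 3.4 for bta-mir-449b, 3.8 for bta-mir-449a, 1.7 for bta-mir-34b and 1.6 for bta-mir-34c. In the cows with endometritis it reported log2 fold changes of 3.2 for bta-mir-200c and 2.5 for each of bta-mir-200b and bta-mir-200a, higher at 7 DPP, and of 7.8 for bta-mir-205.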

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

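All tests of explanations in this part were chosen after the values had been seen. Each value per library was compared with the other 9 of its time point by Dixon's ratio of gap to range. Of 90 groups of 10 libraries, 6 exceeded the critical value of the 95% level, where chance gives about 4.5, so the number of such values is close to what chance gives.

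The count of bta-mir-205 was 5660 in cow 809 at 7 DPP, outside the miRNAs tested, and the next highest count was 556. As normalised CPM the value of 650 lay far from the next, 46.6, with a ratio of 0.929. The other miRNAs were examined on the log2 scale, and on that scale the ratio for bta-mir-205 was 0.345, under the critical value, so that this result depends on the scale. Counting noise is excluded, since the lower 95% bound in that library, 633 normalised CPM, was above the upper bounds of the other 9. Reads from another epithelium are a candidate explanation. The miR-200 family, which averaged at least 5.85 log2 CPM in every library and so is expressed in all of these biopsies, was at its highest of the 10 cows in that library, 2.04 log2 units above the mean of the other 9. A change in the biopsied epithelium itself would give the same values. A mislabelled sample cannot be told apart, because the correlation of deviations with the other library of that cow was -0.30 while those of other cows were also spread around 0. That library also had the lowest total of all 20 (4094330 reads), the lowest share of reads assigned (36.7%) and the highest share of reads in no annotated gene (4.01%), so a difference in library quality stays open. Disease outcome is a further candidate. The study reported bta-mir-205 as higher in affected than in healthy cows at the earlier time point, along with members of the miR-200 family. Outcome is not in the labels used here and was not tested, so it stays open.

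In the same library bta-mir-542 was at 1.25 log2 CPM, against 4.08 for the next lowest cow, with the same limits of library quality. At 21 DPP cow 808 was apart for bta-mir-200a (8.84 log2 CPM, next 7.47), and cow 462 for bta-mir-147 (3.09 log2 CPM, next 2.41). Cow 462 was also apart at 21 DPP in the share of the 5 most abundant miRNAs (82.2%, next 87.5%) and in the share of reads in no annotated gene (1.80%, next 1.24%). The library of cow 462 at 21 DPP also had the lowest total (7207187 reads) and the lowest share of reads assigned (53.2%) of its time point, so a difference in library quality stays open. No technical or biological explanation was tested for these 5 values.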

How the results depend on the processing

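Alternatives were fixed before the data were examined, except these, chosen after seeing the data: each of the repeated columns alone, the percentage of reads assigned as a covariate without and with the block, the block with DESeq2, thinned libraries for the calls, the block with each cow left out, the SD between cows and the shares of abundant miRNAs with each cow left out, and the detection of miRNAs without the 5 most abundant and at the depth used there. Where no cause is given below, the cause was not tested.

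The number of called miRNAs was 83, and it moved by more than 1.5 times with library totals as the only scaling, with the percentage of reads assigned as a covariate, and with that covariate and the block. It also did so in 7 of the 10 fits with the block and a cow left out, given below. With library totals as the only scaling it was 155, with 151 higher at 7 DPP and 4 higher at 21 DPP. With the percentage of reads assigned as a covariate it was 42 (30 and 12), and with cow as a block as well 9 (7 and 2), with 46 miRNAs at an unadjusted p under 0.05. The number higher at 21 DPP, 29 in the main test, was also 18 by the exact test of edgeR, 55 by DESeq2 with the block, and 14 at an FDR under 0.05, where fewer calls follow from the stricter threshold. Leaving out each cow gave 57 to 80 calls, of which 16 to 36 were higher at 21 DPP. The lowest were 17 without cow 462, 19 without cow 673 and 16 without cow 809.

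Cow as a block gave 66 calls (40 and 26), of which 61 were among the 83, so 22 calls were lost and 5 gained. With the block and each cow left out there were 46 to 73 calls, all within 1.5 times the 66. In 7 of these 10 fits the calls were fewer than the 83 by more than 1.5 times. They were 62 (32 and 30) without cow 340, 51 (33 and 18) without cow 462, 48 (29 and 19) without cow 673, 53 (35 and 18) without cow 685 and 54 (28 and 26) without cow 728. They were 73 (33 and 40) without cow 802, 50 (27 and 23) without cow 803, 56 (38 and 18) without cow 808, 46 (32 and 14) without cow 809 and 48 (27 and 21) without cow 812. In parentheses are those higher at 7 and at 21 DPP, and among these the 14 without cow 809 and the 40 at 21 DPP without cow 802 differ by more than 1.5 times from the 26 with the block and all cows. Of the study-named miRNAs 16 were called, against 8 with the block and 8 with the block and log2 library total as a covariate, also when adjusted over the list alone. With the block and each cow left out 6 to 9 were called, or 6 to 16 over the list alone, with 16 without cow 728 and 13 without cow 808. DESeq2 with the block called 15, or 18 over the list alone. With the percentage of reads assigned as a covariate 7 were called, or 13 over the list alone, and with the block as well edgeR called 0 under either adjustment. Among the 36 tested miRNAs selected by the naming rule, some of which have only an identifier, the block in edgeR removed 8 calls, those of study-named miRNAs given in the results, and added none. It changed no camera call. Of these 36, 27 were called, and 2 of the calls, those of ENSBTAG00000029901 and bta-mir-184, were made in all 27 alternatives recomputed for single miRNAs. For bta-mir-184 the log2 FC was -3.36 (FDR 0.00327, lower at 21 DPP in 8 of 10 cows), the largest absolute change among the 83 calls. The percentage of reads assigned as a covariate removed 12 of the 27 calls, and with the block as well 25.

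Named miRNAs that changed sign were not called in the main test, apart from the fifth miRNA higher at 21 DPP, which was -0.19 with library totals as the only scaling. With that scaling the log2 FC was -0.52 for bta-let-7c, -0.30 for bta-mir-424, -0.58 for bta-mir-450b and -0.44 (FDR 0.037) for the fourth most abundant miRNA, and bta-mir-197 was called (-1.49, FDR 0.011). That scaling lowers all values, as the median of all tested miRNAs fell by 0.71. For bta-mir-34c it was 0.14 with the block, 0.096 with the block and depth, 0.025 without miRNAs over 5% of counts, 0.038 without cows 340 and 803, 0.064 with the assigned percentage, and 0.22 by DESeq2 with the block, where bta-mir-34b was 0.023. For bta-mir-450b it was -0.021 without cows 340 and 803 and -0.083 with the assigned percentage, where bta-let-7c was -0.029. The fourth most abundant miRNA was at -0.043 with the block and the assigned percentage. The fifth was at 0.086 with the block, 0.11 with the block and depth, 0.034 with RLE, 0.012 without miRNAs over 5% of counts, 0.034 by DESeq2, 0.024 with a mean CPM over 10, 0.084 without cows 340 and 803, 0.12 with the assigned percentage, and 0.18 by DESeq2 with the block. Leaving out each cow gave -0.13 to 0.65 for bta-let-7c (negative without cow 685), -0.93 to 0.62 for bta-mir-34b (positive without cow 462), -0.45 to 0.96 for bta-mir-34c (positive without cow 340 or 462), -0.14 to 0.31 for bta-mir-450b (negative without cow 340, 462 or 809) and -0.22 to 0.35 for the fifth most abundant miRNA (positive without cow 340, 462 or 809).

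For the sets, an estimated correlation in camera gave adjusted p of 0.292 for the miR-200 family, 0.292 for the cluster of miR-183, miR-96 and miR-182, and 0.305 for the miR-34 and miR-449 family, so these calls rest on the preset correlation. The erythroid set passed by fry (0.058) but not by fry with the block (0.102), and the cluster of miR-424, miR-503, miR-542 and miR-450 passed in camera with library totals as the only scaling (0.0146). With each cow left out, the camera adjusted p was 0.000806 to 0.0123, 0.00874 to 0.0334 and 0.00695 to 0.061 for the first 3 sets. It was 0.052 to 0.217 for the erythroid set (under 0.1 without cow 673, 728, 802 or 803) and 0.0652 to 0.217 for the cluster of miR-424 (under 0.1 without cow 673, 802, 803 or 808).

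The difference in distance to the centroid was -0.14 in thinned libraries (sign-flip permutation test, p = 0.0742), -0.14 with library totals as the only scaling (p = 0.262) and -0.11 as the median absolute difference (p = 0.0547). It stayed past the threshold with a prior count of 0.5 (p = 0.0117) or 10 (p = 0.0371), and leaving out each cow gave -0.19 to -0.090 (p = 0.129 without cow 340, 0.141 without cow 462 and 0.23 without cow 809). The difference in log2 library total was of either sign, -0.12 to 0.18, with each cow left out, and positive without cow 340, 673, 685 or 803. The share of the 1 most abundant miRNA differed by 12.1 percentage points (p = 0.0938). The number of miRNAs detected kept its direction and its side of the threshold with 1 or 10 as the minimum count, without thinning, without pairing and with each cow left out, but not without the 5 most abundant miRNAs (0.5, p = 0.889). With all miRNAs at the depth used there it was -22.2 (p = 0.00391). Thinning all libraries to the smallest total left each of the 36 miRNAs on its side of the threshold and in its direction, so no limit from depth was seen among them.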

Other observations

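The tests in this part were chosen as tests of explanations after the results were seen, although some use alternatives fixed beforehand. The exceptions are the sharing of calls with thinned libraries and the detection of miRNAs without the 5 most abundant, whose outcomes were predicted before they were run. Both of these comparisons were themselves added after the data had been seen.

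The number of differentially expressed miRNAs was 83 over all 10 cows. That is higher than the values quoted from the study above, which count healthy and affected cows separately. The log2 FC was 3.30 for bta-mir-449c, 2.77 for bta-mir-449b, 2.68 for bta-mir-449a, -1.73 for bta-mir-200a, -1.27 for bta-mir-200b, -1.89 for bta-mir-200c and -7.08 for bta-mir-205. As changes these are smaller than the values quoted from the study above, and the populations differ. For bta-mir-34b (log2 FC -0.56, SE 0.72, FDR 0.596) and bta-mir-34c (-0.14, SE 0.71, FDR 0.881) edgeR detected no change, both were higher at 21 DPP in 6 of 10 cows, and the sign was not resolved. These are lower than the values quoted from the study above, which cover healthy cows alone.

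The number of calls was compared with that from other splits of the 20 libraries into 10 and 10. Only 1 of 100 splits, the real one, gave as many as 83, and the largest of the others gave 21. Among 100 swaps of the time points within cows, which part as many pairs, the real one was again the only 1 as large, and the largest of the others gave 50. With cow as a block it gave 66 and the largest of the others 31. Chance is therefore unlikely to be the source of the whole number, though 1 in 100 is the smallest share these splits can give.

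Depth differed between libraries, but 76 of the 83 miRNAs were also called in the same direction when all libraries were thinned to 1 total. With miRNAs over 5% of counts left out, 81 of the 83 could still be tested and 69 were called in the same direction. Both fits were scaled by TMM, so this cannot show what abundant miRNAs do to the scaling. With library totals as the only scaling the split was 151 higher at 7 DPP to 4 higher at 21 DPP. The share of reads assigned to genes is not easily set aside either. It was 56.3% ± 10.9 (SD, n = 10) at 7 DPP and 66.2% ± 6.64 (SD, n = 10) at 21 DPP (exact sign-flip permutation test, two-sided, p = 0.0312; higher at 21 DPP in 8 of 10 cows). With this share as a covariate, 37 of the 83 miRNAs were still called in the same direction, which argues against it as the whole cause for these. For the other 46 the share and the time point cannot be told apart, because they move together. With cow as a block as well, 9 miRNAs were called. A biological change between the time points stays open throughout, and disease outcome was not tested.

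The wider distances between cows at 7 DPP were examined for several explanations. The depth test settled on first was the comparison in thinned libraries. There the difference was -0.14, against -0.16 in the full libraries, and p rose to 0.0742. A further comparison used miRNAs with a mean CPM over 10, in which counting noise matters least. It was among the alternatives fixed beforehand, but was taken up as a test of noise in scarce miRNAs only after the value in thinned libraries was seen. Their difference was larger, -0.21 (p = 0.00781), which argues against such noise as the whole cause. As these point different ways, depth cannot be told apart as a contributor. The difference may rest on few cows, since p reached 0.23 with cow 809 left out.

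Across the 10 cows at 7 DPP the distance was not detectably related to the share of reads assigned (Pearson r = -0.338, permutation p = 0.341, adjusted 0.682; Spearman rho = -0.37, p = 0.295, adjusted 0.591). Without the 2 cows farthest from the median share r was -0.785 (exact permutation p = 0.0242), so the relation could not be settled. At 21 DPP r was 0.00744 (p = 0.984; rho 0.127, p = 0.734). A varying mix of cell types is a candidate explanation for the spread. Pooling healthy and affected cows is another, which could not be tested because outcome is not in the labels. The study reported looser clustering of affected than of healthy cows at the earlier time point. There it reported bta-mir-200c, bta-mir-375 and bta-mir-200b higher in affected cows. It reported bta-mir-450b, bta-mir-542 and bta-mir-424 higher in healthy cows. The relation below may follow either. At 7 DPP the mean of the miR-200 family fell as that of the cluster of miR-424, miR-503, miR-542 and miR-450 rose (r = -0.835, permutation p = 0.00399, adjusted 0.016; rho = -0.697, p = 0.0298, adjusted 0.119). Without the 2 cows farthest from the median of the miR-200 family r was -0.509 (exact permutation p = 0.202), so the relation rests on those cows. At 21 DPP it was not seen (r = -0.225, p = 0.526; rho = -0.224, p = 0.537). These were 4 relations in 1 family. Both the mix of cell types and the pooling of outcomes stay open.

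More miRNAs were detected at 7 DPP at equal depth, and a few miRNAs taking most of the reads is a candidate explanation. The difference disappeared when the 5 most abundant were left out before thinning (p = 0.889), as that explanation predicts. That comparison was at a lower depth, but with all miRNAs thinned to the same depth the difference remained (-22.2, p = 0.00391), a control added after the result was seen.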
